# Overexpression of Human Estrogen Biosynthetic Enzyme Hydroxysteroid (17beta) Dehydrogenase Type 1 Induces Adenomyosis-like Phenotype in Transgenic Mice

**DOI:** 10.3390/ijms23094815

**Published:** 2022-04-27

**Authors:** Taija Heinosalo, Kalle T. Rytkönen, Niina Saarinen, Päivi Järvensivu, Pauliina Damdimopoulou, Leena Strauss, Satu Orasniemi, Petricia Horshauge, Michael Gabriel, Pasi Koskimies, Claes Ohlsson, Pauliina Kronqvist, Matti Poutanen

**Keywords:** adenomyosis, HSD17B1, estrogen

## Abstract

Hydroxysteroid (17beta) dehydrogenase type 1 (HSD17B1) is an enzyme that converts estrone to estradiol, while adenomyosis is an estrogen-dependent disease with poorly understood pathophysiology. In the present study, we show that mice universally over-expressing human estrogen biosynthetic enzyme *HSD17B1* (HSD17B1TG mice) present with adenomyosis phenotype, characterized by histological and molecular evaluation. The first adenomyotic changes with endometrial glands partially or fully infiltrated into the myometrium appeared at the age of 5.5 months in HSD17B1TG females and became more prominent with increasing age. Preceding the phenotype, increased myometrial smooth muscle actin positivity and increased amount of glandular myofibroblast cells were observed in HSD17B1TG uteri. This was accompanied by transcriptomic upregulation of inflammatory and estrogen signaling pathways. Further, the genes upregulated in the HSD17B1TG uterus were enriched with genes previously observed to be induced in the human adenomyotic uterus, including several genes of the NFKB pathway. A 6-week-long HSD17B1 inhibitor treatment reduced the occurrence of the adenomyotic changes by 5-fold, whereas no effect was observed in the vehicle-treated HSD17B1TG mice, suggesting that estrogen is the main upstream regulator of adenomyosis-induced uterine signaling pathways. HSD17B1 is considered as a promising drug target to inhibit estrogen-dependent growth of endometrial disorders. The present data indicate that HSD17B1 over-expression in TG mice results in adenomyotic changes reversed by HSD17B1 inhibitor treatment and HSD17B1 is, thus, a potential novel drug target for adenomyosis.

## 1. Introduction

Adenomyosis is a common gynecological disease, where endometrial tissue is located inside the myometrium, the uterine layer surrounding the endometrium. Adenomyosis was previously primarily found in hysterectomy specimens from perimenopausal women, but due to improved imaging methods, it has become apparent that adenomyosis is also considerably present in women of reproductive age [1,2]. Based on imaging studies, adenomyosis is prevalent in ~20% of women searching gynecological aid [3]. Patients with adenomyosis experience abnormal uterine bleeding, pain and infertility [2,4]. Similar to endometriosis, there is no targeted medical treatment for adenomyosis, and it is typically treated with hormonal contraceptives generating endometrial atrophy [5]. Hysterectomy is also a treatment option in older women [1]. The etiopathogenesis of adenomyosis is poorly understood, but there is evidence supporting different theories regarding the origin of the disease. These include the theory of direct invasion of endometrium into the myometrium, the theory of metaplasia of stem cells in the myometrium and the theory of infiltration of retrograde menstrual effluent from the serosal side [2,4].

The involvement of various molecular mechanisms has been shown in the development of adenomyosis, including altered sex steroid signaling [4,6]. Adenomyosis typically occurs in the presence of estrogenic stimulation during the reproductive years, and is often associated with other estrogen-dependent disorders, such as endometriosis, leiomyoma and endometrial hyperplasia and cancer [2,4,7,8]. The use of selective estrogen receptor modulator (SERM), such as tamoxifen, is found to be a risk factor for adenomyosis in humans, and tamoxifen exposure also induces adenomyosis in mice [9,10]. Furthermore, upregulation of aromatase enzyme (cytochrome P450 family 19 subfamily A member 1; CYP19A1) mRNA and protein, which converts androgens to estrogens, has been reported in adenomyosis [11,12]. The dependence of adenomyosis phenotype on estrogens has also been demonstrated in a mouse model expressing dominantly stabilized beta-catenin (Ctnnb1) in the uterus [13].

In addition to the endocrine-mediated effects of steroid hormones produced de novo in the ovaries and adrenals, several peripheral tissues express steroidogenic enzymes, enabling local regulation of steroid hormone concentrations in an intracrine manner in these tissues [14,15]. Hydroxysteroid (17beta) dehydrogenase type 1 (HSD17B1) is one such enzyme, catalyzing the last step of estrogen biosynthesis converting the weak estrogen estrone (E1) to highly active estradiol (E2), both in steroid biosynthetic and peripheral tissues [15]. Different preclinical studies have shown that HSD17B1 is involved in local estrogen production in the endometrium and endometrial diseases, including endometriosis [15,16,17,18]. In the present study we investigated the role of HSD17B1 in adenomyosis by studying the uterine phenotype of transgenic mice over-expressing human HSD17B1 (HSD17B1TG mice) that also present with other estrogen-dependent phenotypic changes [16,19,20].

## 2. Results

### 2.1. Phenotypic and Transcriptomic Changes in the Uterus of HSD17B1TG Mice at the Age of 4 Months Indicate Enhanced Estrogen Action and Inflammation

Uterine samples of WT and HSD17B1TG mice were first studied at the age of 4 months and various changes suggestive of mechanical stress and estrogen exposure were observed between HSD17B1TG and WT mice. As shown in Figure 1A–C, an immunohistochemistry (IHC) analysis indicated that in the HSD17B1TG females the endometrial stroma overall appeared lightly positive for smooth muscle actin (SMA), in contrast to the mainly SMA-negative stroma in WT mice (*p* = 0.035).

The endometrial stroma was SMA-positive in 100% HSD17B1TG mice when analyzed at the age of 4 months, while SMA-positivity was only observed in one third of WT mice. Furthermore, a significant proportion of the endometrial glands in HSD17B1TG females were surrounded by an SMA-positive myofibroblast cells, whereas these cells did not surround the glands in WT mice to the same extent, as visually quantitated from the scanned IHC sections. 18 ± 8% of glands per mouse in WT and 49 ± 11% of glands in HSD17B1TG females were surrounded by the myofibroblast cells (*p* = 0.042; Figure 1D,F).

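Uterine RNA of 5 HSD17B1TG and 5 WT mice aged 4 months was sequenced as paired-end reads of 150 bp. The authors mapped the reads with HISAT2 to the mouse genome with the Ensembl 94 annotation (GRCm38) and deposited 1 table with, for each mouse, the raw count of each gene, the count divided by DESeq2's size factor, and FPKM. The table lists 29268 genes, each with at least 1 count in some mouse. The program that counted the reads and its strand setting are not given in the paper's text, so reads in regions where genes overlap could have been assigned to either gene. Dividing count by FPKM and gene length showed that the FPKM of each mouse were scaled by its size factor, and not by its own total. Total counts on genes lay between 16544864 and 19451715 in the HSD17B1TG mice (median 18399459) and between 14817228 and 23271988 in the WT mice (median 19210537). The paper's methods state a depth of at least 20 M reads per sample. All values here rest on the counts on genes. The 10 genes with the highest counts took 6.97% to 12.5% of the counts of an HSD17B1TG mouse and 5.18% to 6.15% of those of a WT mouse (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). Mice are named TG1 to TG5 and WT1 to WT5 in ascending order of animal number, which need not be the order of the columns in Fig. 2H. Genes with enough counts for edgeR's filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization. A gene was called differentially expressed by the thresholds of the paper's methods: an adjusted p-value (Benjamini-Hochberg) under 0.05, a fold change over 2 and a mean FPKM over 1 in either group.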

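Of 16993 genes tested, 367 were called up and 354 down in the HSD17B1TG uterus. An adjusted p-value under 0.05 alone was reached by 1046 genes, an unadjusted p-value under 0.05 by 4430, and the smallest adjusted p-value of edgeR's test was 0.00956. In 1137 genes (6.69%) the FPKM of the HSD17B1TG mice did not overlap those of the WT mice, against 0.794% by chance. Among the alternatives with all 10 mice, limma's voom with quality weights called the most genes (1083 up and 665 down) and edgeR's glmTreat, which tests the fold change against 2, the fewest (3 up and 1 down). DESeq2's Wald test on the same counts called 906 genes up and 666 down, among them 367 of the 367 and 352 of the 354. The counts depended on single mice. Without WT4, 888 genes were called up and 666 down, and without TG1, 763 and 575. Without TG5 the test called 38 up and 27 down, and without WT2, 38 and 56. The 50 genes called in each of the 10 fits that left out 1 mouse included *Il1a*, *Tnip3* and *Pparg* among those up and *Il13ra2*, *Gzmc* and *Prf1* among those down. Over all 10 mice, the log2 fold change of *Tnip3* (ENSMUSG00000044162, chromosome 6 from 65525313 to 65634040) was 5.72 (standard error 0.66, adjusted p = 0.00956 in edgeR), with 2.02 ± 1.53 FPKM (SD, n = 5 mice) in HSD17B1TG and 0.0376 ± 0.0259 in WT. *Lypd8* (ENSMUSG00000013643, chromosome 11 from 58379043 to 58390728) had 18.3 ± 27.6 FPKM (SD, n = 5) in HSD17B1TG and no WT mouse above 3 counts, so it was at least 155-fold higher, and at least 51.1-fold higher without TG2. *Ldoc1*, *Etnppl* and *Sprr2d* were the other 3 of the 5 protein-coding genes with the highest log2 fold changes among called genes whose groups did not overlap. Their log2 fold changes were 6.09, 5.93 and 5.78. At the other end, *Il13ra2* (ENSMUSG00000031289, chromosome X from 147383476 to 147429192) fell by 7.09 on the log2 scale (standard error 0.94, adjusted p = 0.0149 in edgeR), from 7.41 ± 6.91 FPKM (SD, n = 5) in WT to 0.0538 ± 0.0808 in HSD17B1TG. *Gzmc*, *Kcnd2*, *Angptl7* and *Bpifb5* had log2 fold changes of -6.99, -6.59, -5.89 and -5.82. In HSD17B1TG, *Gzmc* was found only in TG2 (0.257 FPKM). *Bpifb5* had 2.39 FPKM in TG5 and at most 0.105 in the other HSD17B1TG mice. The size of each of these falls thus depends on that mouse. *Sprr2d* and *Gzmc* belong to gene clusters with similar members among which the counting could have split reads, *Kcnd2* overlaps 3 other annotated genes and *Angptl7* lies within *Mtor*. Reads of mouse *Hsd17b1* were at 0.992 ± 0.291 FPKM (SD, n = 5) in HSD17B1TG and 0.918 ± 0.375 in WT. The transgene carries the human sequence, which the mouse annotation does not count.

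**Figure D1:**
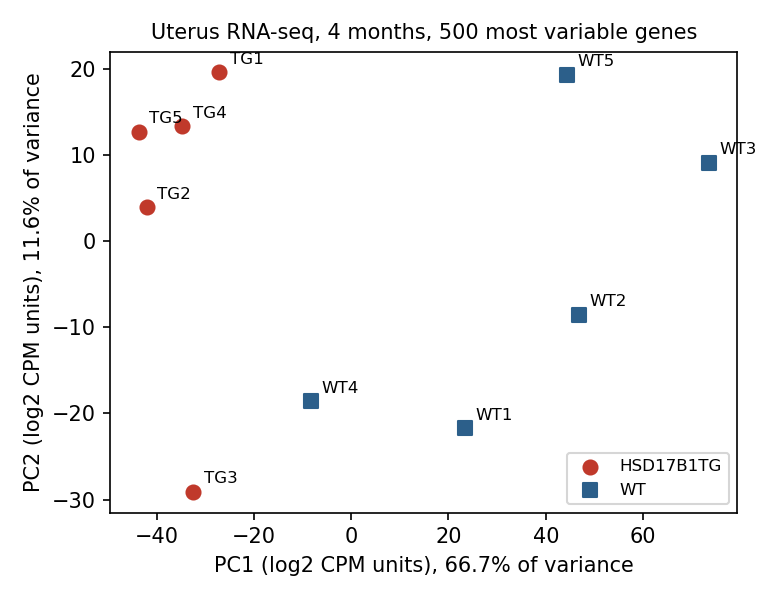
Principal components of log2 CPM over the 500 most variable tested genes, with 1 point per mouse, HSD17B1TG as circles and WT as squares. The first axis holds 66.7% of the variance, and WT4 and TG1 are the mice of each group nearest to the other group on it.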

With RNA sequencing, we detected 906 upregulated and 666 downregulated genes (FDR < 0.05, FC > 2, > 1 FPKM) in the pre-adenomyotic HSD17B1TG uterus compared to WT uterus at the age of 4 months (Supplementary Table S1A,B). Functional enrichment analysis of the upregulated genes indicated categories such as innate “immune response” and “other inflammation related pathways”, as well as “regulation of adhesion” and “late estrogen response” (Figure 2A). 

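Lists of genes for these processes were written by hand and are not the categories of Fig. 2A. Each list was tested with limma's camera (preset correlation 0.01) and adjusted over 22 lists. The interferon response list (59 genes tested) had a median log2 fold change of 0.73, with 49 genes higher in HSD17B1TG (adjusted p = 2.07e-09 in limma's camera). In the list of inflammatory cytokines and receptors (36 genes) the median was 0.58, with 23 genes higher (adjusted p = 0.00128 in limma's camera). Without WT3 this median was 0.36. The list of epithelial junction and leucocyte adhesion genes (43 genes) had a median of 0.87, with 35 genes higher (adjusted p = 8.87e-05 in limma's camera). Of all settings, the estimation of the correlation between genes from the data moved these results most. It left adjusted p-values of 0.326, 0.326 and 0.364 in limma's camera, and no list of the 22 passed 0.05. Under limma's fry the 3 lists had adjusted p-values of 0.0196, 0.0196 and 0.0443. The mean log2 CPM of the interferon list per mouse was higher in HSD17B1TG by 0.86 (two-sided exact permutation test, p = 0.00794), that of the inflammatory list by 0.70 (exact permutation test, p = 0.0159) and that of the adhesion list by 0.80 (exact permutation test, p = 0.0238). The genes with the smallest p in the interferon list were *Irf7*, with 44.6 ± 30.0 FPKM (SD, n = 5) in HSD17B1TG and 4.51 ± 2.89 in WT, *Parp14* and *H2-D1*. In the inflammatory list they were *Il1a*, with 7.85 ± 4.17 FPKM (SD, n = 5) in HSD17B1TG and 0.254 ± 0.134 in WT, *Tlr2* and *Csf3*. In the adhesion list they were *Itgam*, with 30.7 ± 15.4 FPKM (SD, n = 5) in HSD17B1TG and 2.12 ± 2.93 in WT, *Nectin4* and *F11r*. *F11r* was not called (adjusted p = 0.0520 in edgeR). Per mouse, epithelial marker genes were higher in HSD17B1TG by 1.23 log2 CPM. The adhesion list was not tested against them, so a larger epithelial share of the samples is left open for its rise. In the authors' deposited over-representation table, which takes genes up and down together, the GO term defense response to other organism held 84 differentially expressed genes, 67 up and 17 down, and regulation of cell-cell adhesion held 57, with 27 up and 30 down.

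**Figure D2:**
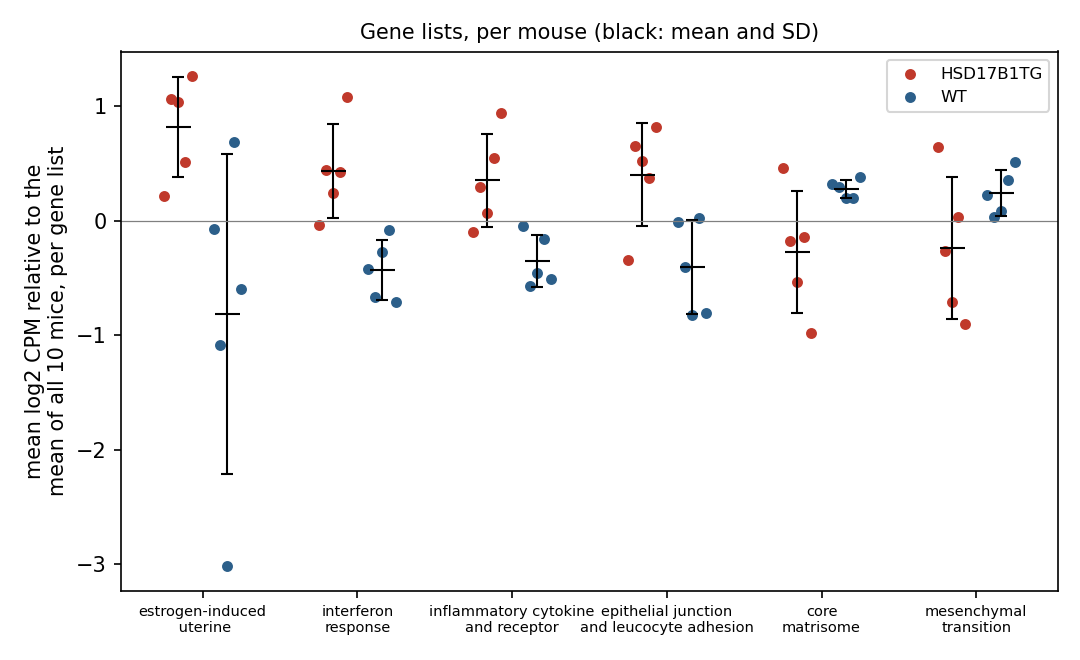
Mean log2 CPM of 6 gene lists in each mouse, relative to the mean of all 10 mice, with 1 point per mouse and the mean and SD of each group in black. The interferon and inflammatory lists lie higher in HSD17B1TG by 0.86 and 0.70, and TG1 is the lowest HSD17B1TG mouse in both.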

HSD17B1TG females do not cycle and are in the phase of constant estrogen stimulation [16], being in line with the late estrogen response. For the downregulated genes, functional categories such as “core matrisome” and “epithelial mesenchymal transition” were detected (Figure 2B).

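Hand-written lists for these categories were tested in the same way. The core matrisome list (111 genes tested) had a median log2 fold change of -0.77, with 81 genes lower in HSD17B1TG (adjusted p = 2.52e-05 in limma's camera, 0.0891 in limma's fry). The list of mesenchymal transition genes (87 genes) had a median of -0.59, with 59 genes lower (adjusted p = 5.19e-05 in limma's camera, 0.127 in limma's fry), and a median of -0.90 without TG1. Per mouse, the matrisome list was lower in HSD17B1TG by a mean of -0.55 log2 CPM (exact permutation test, two-sided, p = 0.0476), and the mesenchymal list by -0.48 (exact permutation test, p = 0.151). TG1 lay above every WT mouse in both lists. Stromal marker genes outside the matrisome list fell further, by 1.70 on the log2 scale. The matrisome genes with the smallest p were *Mfap5* (ENSMUSG00000030116), which fell from 53.5 ± 21.1 FPKM (SD, n = 5) to 9.24 ± 3.18, *Col18a1*, which fell from 69.1 ± 37.0 to 11.8 ± 2.19, and *Smoc2*. Their log2 fold changes were -2.54, -2.56 and -2.57, with adjusted p-values of 0.0153, 0.0171 and 0.0177 in edgeR. In the mesenchymal list they were *Gpc1*, *Msx1* and *Wnt5a*, with log2 fold changes of -2.19, -2.88 and -2.27. The authors' deposited table counts 89 differentially expressed genes under the GO term extracellular matrix, 25 up and 64 down, with an adjusted p-value of 1.28e-10. It counts 21 under epithelial to mesenchymal transition, 4 up and 17 down, a term that did not pass 0.05 (the authors' adjusted p-value is 0.0739). That table takes genes up and down together, while Fig. 2B rests on the downregulated genes alone and also draws on Hallmark sets. The term's result therefore does not test the category of Fig. 2B.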

We next compared the transcriptional changes in the HSD17B1TG uterus to those describing changes in eutopic endometrium in human adenomyosis patients [21], in mice treated with E2 [22] and in stromal cell cultures treated with siRNA against progestin receptor (PGR) [23], using gene set enrichment analysis (GSEA). GSEA indicated that genes upregulated in human eutopic endometrium of adenomyosis patients vs. normal endometrium [21] were enriched among HSD17B1TG-upregulated genes, whereas genes downregulated in human adenomyotic endometrium were not enriched (Figure 2C,D). The functional enrichment analysis of the 30 genes upregulated (FDR < 0.05, FC > 2) in both these datasets indicated functional categories including “TNFα signaling via NFKB”, “hypoxia”, “apoptosis”, “late estrogen response” and “wounding responses” (Figure 2E), suggesting that these endometrial pathways may be central in promoting adenomyosis development. 

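In the HSD17B1TG mice all 30 genes up in Fig. 2H had a positive log2 fold change in edgeR, from 1.06 to 2.46 with a median of 1.37. Adjusted over all genes tested, 7 of the 30 were called up: *Dusp5*, *Zc3h12a*, *Ets2*, *Tmem184a*, *Rerg*, *Tmco4* and *Rgl3*. The highest adjusted p-value of the 30 was 0.124, that of *Bhlhe40*. All 30 had an unadjusted p-value under 0.05, and all 30 passed 0.05 adjusted over the list alone. The study chose the list on these samples, so that count is not independent evidence. DESeq2's Wald test called 30 of the 30, and voom called 23. In edgeR, 19 were called without TG1 and 16 without WT4, and none without TG2, TG5, WT2 or WT5. In 3 of the 30 genes the groups did not overlap in FPKM. Among these was *Rerg* (ENSMUSG00000030222, chromosome 6 from 137054825 to 137170497, overlapped on the same strand by *4930480K02Rik*). It had 7.62 ± 2.14 FPKM (SD, n = 5) in HSD17B1TG and 2.01 ± 0.757 in WT, a log2 fold change of 1.92 (standard error 0.34, adjusted p = 0.0219 in edgeR). The 13 genes that Fig. 2H assigns to TNF signaling had a median log2 fold change of 1.51, and *Dusp5*, *Zc3h12a* and *Ets2* were the 3 of them called up.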

More than third of the of the genes in this intersect (13/30) were part of TNFα signaling via NFKB term.

GSEA of genes previously shown to be upregulated by E2 in the mouse uterus [22] were also enriched among HSD17B1TG upregulated genes (Figure 2F), indicating that E2 response is hyperactive in the HSD17B1TG uterus. Furthermore, GSEA of genes upregulated in siRNA knockdown of PGR [23] indicated that these were enriched among HSD17B1TG-upregulated genes (Figure 2G). This suggests that progesterone-dependent gene repression is defective in the HSD17B1TG uterus, supported by our previous findings of anovulatory ovaries lacking progesterone-secreting corpora lutea in HSD17B1TG mice [16]. 

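The literature list of Fig. 2F is not used here. A separate list of genes induced by estrogen in the uterus, written by hand and not the paper's, had 34 genes tested, 25 of them higher in HSD17B1TG, with a median log2 fold change of 1.27 (adjusted p = 3.08e-04 in limma's camera). Limma's fry gave an adjusted p of 0.0891, and an estimated correlation in camera gave 0.398. Without WT4 the median was 1.97. Per mouse, the list was higher in HSD17B1TG by 1.63 log2 CPM (two-sided exact permutation test, p = 0.0238), and epithelial marker genes outside it were higher by 1.20. Relative to the mean of all 10 mice, WT3 had the lowest mean of the list, at -3.01. The other WT mice lay between -1.09 and 0.69 and the HSD17B1TG mice between 0.21 and 1.26. Part of the difference per mouse thus rests on WT3. Of the 34 genes, 4 were called up. In the authors' deposited over-representation table the GO term response to estrogen held 7 differentially expressed genes, 4 up and 3 down, and did not pass (the authors' adjusted p-value is 0.557). That table takes genes up and down together, and the term is neither the late estrogen response of Fig. 2A nor the list of Fig. 2F. *Ltf* (ENSMUSG00000032496, chromosome 9 from 111019271 to 111042767) had 3017 ± 1678 FPKM (SD, n = 5) in HSD17B1TG and 180.5 ± 166 in WT, a log2 fold change of 4.07 (standard error 0.94, adjusted p = 0.0374 in edgeR), and each HSD17B1TG mouse lay above each WT mouse. It was called in 3 of the 10 fits that left out 1 mouse. *Sprr2b* had a log2 fold change of 5.23 with the same limit on similar genes as *Sprr2d*. *Esr1* had 33.9 ± 4.83 FPKM (SD, n = 5) in HSD17B1TG and 34.9 ± 6.50 in WT. *Pgr* had 29.8 ± 17.4 in HSD17B1TG and 48.2 ± 18.1 in WT (SD, n = 5), a log2 fold change of -0.70 that was not called (adjusted p = 0.298 in edgeR).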

As shown in the heatmap (Figure 2H), the estrogen-regulated genes *Klf4*, *Bhlhe40*, *Elf3*, *Pmaip1*, *Celsr1*, *Sox9*, *Llgl2* and *Dio2* were upregulated in HSD17B1TG vs. WT uterus and in the dataset from Xiang et al., 2019 [21], suggesting that these may be central genes in the estrogen-dependent adenomyosis development both in human and mouse. Similarly, the PGR-repressed genes *Gadd45a*, *Ets2*, *Vstm4* and *C1qtnf6* may be important genes related to progesterone resistance-mediated mechanisms of adenomyosis development. 

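None of these 8 genes was called at an adjusted p-value under 0.05 over all genes in edgeR's test, and each had an unadjusted p-value under 0.05. *Klf4* (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had 115 ± 48.2 FPKM (SD, n = 5) in HSD17B1TG and 40.5 ± 28.6 in WT, a log2 fold change of 1.51 (standard error 0.53, adjusted p = 0.104 in edgeR). Its FPKM differed between the groups in the two-sided exact permutation test on log2(FPKM + 1) (p = 0.0317). *Elf3* (ENSMUSG00000003051, chromosome 1 from 135253575 to 135258568, overlapped on the other strand by *Gm26642*) had 504 ± 205 FPKM (SD, n = 5) in HSD17B1TG and 98.0 ± 114 in WT. Its log2 fold change was 2.37 (standard error 0.76, adjusted p = 0.0804 in edgeR, exact permutation p = 0.0159). Without WT4 it was 3.28. *Bhlhe40*, *Pmaip1*, *Celsr1*, *Sox9* and *Llgl2* had log2 fold changes of 1.71, 1.38, 1.21, 1.47 and 1.20, with 3 or 4 of the 5 HSD17B1TG mice above each WT mouse. *Dio2* (ENSMUSG00000007682, chromosome 12 from 90724552 to 90738438, overlapped on the other strand by *Gm26512*) was lower in HSD17B1TG, with 30.9 ± 15.1 FPKM (SD, n = 5) against 87.4 ± 52.6 in WT. Its log2 fold change was -1.50 (standard error 0.53, adjusted p = 0.102 in edgeR, exact permutation p = 0.0556). With each mouse left out in turn it stayed between -1.77 and -1.19. DESeq2's Wald test gave adjusted p-values of 0.0360 for *Klf4*, 0.00859 for *Elf3* and 0.0340 for *Dio2*, with the same directions.

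**Figure D3:**
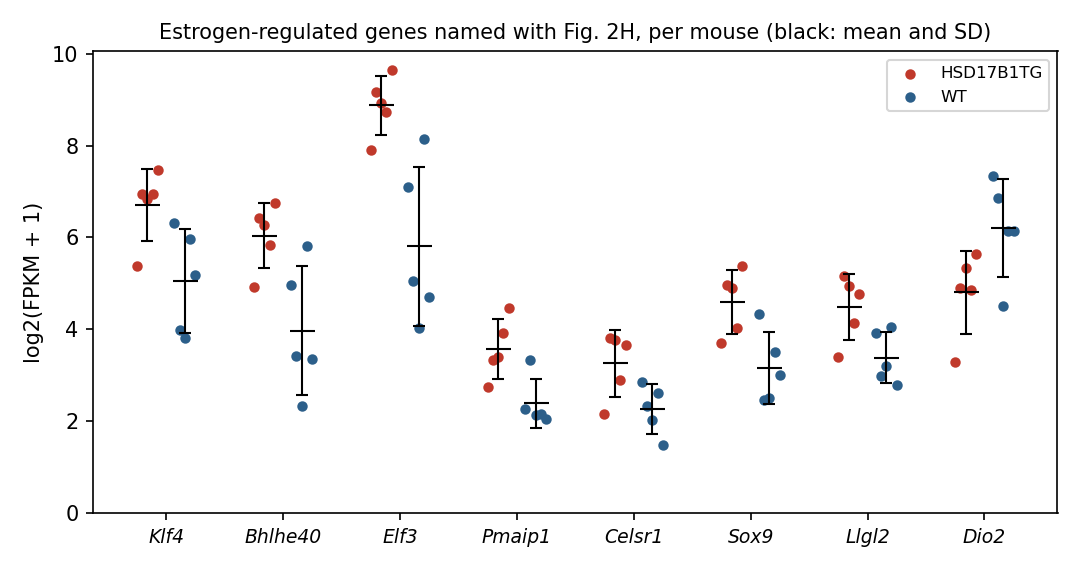
log2(FPKM + 1) of the 8 genes in each mouse, with 1 point per mouse and the mean and SD of each group in black. The HSD17B1TG mean lies above the WT mean in 7 of the 8 genes and below it in *Dio2*.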

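*Gadd45a* (ENSMUSG00000036390, chromosome 6 from 67035096 to 67037457, overlapped by *E230016M11Rik*) had 43.3 ± 17.7 FPKM (SD, n = 5) in HSD17B1TG and 18.9 ± 8.09 in WT, a log2 fold change of 1.19 (standard error 0.36, adjusted p = 0.0678 in edgeR). *Ets2* (ENSMUSG00000022895, chromosome 16 from 95702075 to 95721051) had 60.5 ± 16.6 and 27.6 ± 9.29 FPKM (SD, n = 5), a log2 fold change of 1.13 (standard error 0.25, adjusted p = 0.0338 in edgeR), and lost the call in 7 of the 10 fits that left out 1 mouse. *Vstm4* and *C1qtnf6* were lower in HSD17B1TG. *Vstm4* (ENSMUSG00000050666, chromosome 14 from 32856756 to 32939491, overlapped by *Gm7734*) had 2.68 ± 1.88 FPKM (SD, n = 5) against 8.47 ± 3.38 in WT, a log2 fold change of -1.66 (standard error 0.48, adjusted p = 0.0606 in edgeR). *C1qtnf6* (ENSMUSG00000022440, chromosome 15 from 78523346 to 78531416, overlapped by *Gm49490*) had 9.00 ± 2.30 FPKM (SD, n = 5) against 19.2 ± 7.73, a log2 fold change of -1.10 (standard error 0.27, adjusted p = 0.0427 in edgeR). In *C1qtnf6* each HSD17B1TG mouse lay below each WT mouse (two-sided exact permutation test on log2(FPKM + 1), p = 0.00794). Of the 7 genes lower in Fig. 2H, *C1qtnf6* and *Nkg7* were called down by edgeR, and all 7 passed 0.05 adjusted over the list alone, a list the study chose on these samples.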

Genes in the TNFα signaling via NFKB included both estrogen-upregulated (*Klf4*, *Bhlhe40)* and PGR downregulated (*Gadd45a*, *Ets2*) genes suggesting that the NFKB-mediated inflammatory responses in HSD17B1TG mouse uterus and human adenomyotic uterus may be primed by hormonal regulation.

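Genes of TNF and NFKB signaling that are not in Fig. 2H were tested as a hand-written list. Of 66 genes tested, 45 were higher in HSD17B1TG, with a median log2 fold change of 0.37 (adjusted p = 0.00255 in limma's camera). Under fry the adjusted p was 0.0891, and under limma's cameraPR on the edgeR log2 fold changes it was 0.0947. Without WT2 the median was 0.23 and without TG4 it was 0.24. Per mouse, the list was higher in HSD17B1TG by 0.33 log2 CPM, which did not exceed the spread between mice (two-sided exact permutation test, p = 0.119). Of the 66 genes, 3 were called up and 2 down. The genes with the smallest p were *Il1a*, *Tnfaip2* (ENSMUSG00000021281), with 11.0 ± 4.41 FPKM (SD, n = 5) in HSD17B1TG and 4.03 ± 1.07 in WT, and *Tnip2*, with 20.0 ± 3.69 and 12.4 ± 1.02 FPKM. From the estrogen-regulated and the PGR-regulated genes that it finds in the TNF category, the paper proposes that NFKB-mediated inflammation in the HSD17B1TG uterus and in human adenomyosis may be primed by hormones.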

We selected two of the above-mentioned genes with high transcription levels (*Klf4* and *Elf3)* for transcriptomic validation with RT-qPCR (Figure 2I), and the data confirmed *Klf4* and *Elf3* being significantly upregulated in HSD17B1TG compared to the WT uterus. The fold changes between the means in HSD17B1TG and WT mice were six times and nine times higher for *Klf4* (*p* < 0.001) and *Elf3* (*p* < 0.005), respectively.

### 2.2. HSD17B1TG Mice Develop an Adenomyosis-like Phenotype at the Age of 5.5 Months

At the age of 5.5 months, adenomyotic changes were observed in HSD17B1TG females, as shown in Figure 3, whereas these changes were absent at the age of 4 months. Additionally, the WT females developed minor adenomyotic changes by the age of 5.5 months, but the observed changes were smaller and occurred at low frequency. The prevalence of the adenomyosis phenotype in the HSD17B1TG females was 83% (*n* = 5/6), while it was 44% (*n* = 7/16) in the WT females.

In HSD17B1TG females, on average, 8.2 ± 3.54 adenomyotic glands were observed per 1 mm uterine length, whereas only 1.8 ± 0.69 glands were present in the corresponding WT mice per 1 mm uterus (*p* = 0.028). Similarly, when the adenomyotic gland number was normalized by the number of histological sections analyzed, 4 ± 1.8 adenomyotic glands per 100 sections analyzed were found in the HSD17B1TG females and 0.8 ± 0.22 adenomyotic glands per 100 sections were found in the WT females (*p* = 0.035; Figure 3A).

The adenomyotic glands in the HSD17BTG females also showed significantly deeper myometrial infiltration depth. In the HSD17BTG females, the mean depth was 17.8 μm ± 6.06 vs. 3.2 μm ± 1.11 in WT females (*p* = 0.028, Figure 3B). Most of the adenomyotic changes observed at the age of 5.5 months showed partial infiltration (Figure 3D,E,K), but some completely infiltrated glands were also observed (Figure 3G–I,L). The stroma remained SMA-positive at the age of 5.5 months (Figure 3J–L). Different types of glandular infiltrations were observed: some glands retained their round shape when in contact with the myometrium (Figure 3I), whereas some glands showed invasive-type structures with sharp, collectively invasive epithelial ends reaching the myometrium (Figure 3F and Figure 4F). Immune cells were often observed at the site of infiltration (Figure 3F,I).

### 2.3. The Severity of the Adenomyosis Phenotype in the HSD17B1TG Is Advanced at Older Age

Compared to the age of 5.5 months, by the age of 12 months, the adenomyosis phenotype became more severe in the HSD17B1TG mice. As shown in Figure 4A, adenomyosis was prevalent in 100% of the HSD17B1TG mice (*n* = 5/5), while the incidence of adenomyotic changes in the WT mice remained at 33% (*n* = 1/3; *p* < 0.0001). The number of adenomyotic glands also increased significantly in HSD17B1TG mice over time, being 3.4 ± 1.19 glands per section at the age of 12 months (*p* = 0.007; Figure 4B), whereas in WT mice there was no increase in the number of adenomyotic changes per section over time. Thus, the difference in the adenomyotic gland between the WT and TG mice increased from 5.2- to 8.8-fold during aging (Figure 4C). There was also a tendency for an increased number of endometrial glands per section in the HSD17B1TG mice at the age of 12 months compared to WT females, but the difference was not statically significant. While glands completely infiltrated into the myometrium were only occasionally observed at the age of 5.5 months, their number was significantly higher in HSD17B1TG at the age of 12 months (1.4 ± 1.13 glands per section), while such infiltration was not observed in WT mice (*p* = 0.036, Figure 4D,G,H). In addition, partially infiltrated glands were observed (Figure 4E,F). Again, some infiltrated glands retained their round shape (Figure 4G,H), while some showed invasive epithelial structures (Figure 4E,F).

### 2.4. Circulating Levels of Estradiol Was Not Altered in the HSD17B1TG Females

Serum hormone levels were measured at the ages of 4, 6 and 12 months in the female HSD17B1TG and WT mice. As shown in Figure 5, serum progesterone concentration was reduced at the ages of 4 months (WT 6043 ± 1729 pg/mL, HSD17B1TG 525 ± 239 pg/mL, *p* < 0.001) and 6 months (WT 18,057 ± 3883 pg/mL, HSD17B1TG 813 ± 293 pg/mL, *p* < 0.007). At the age of 6 months, significantly increased serum concentrations of testosterone (WT 23.5 ± 1.35 pg/mL, HSD17B1TG 48.7 ± 12.95 pg/mL, *p* = 0.021) were observed. There were no statistically significant differences in serum E2 concentration in any time point studied.

### 2.5. HSD17B1 Inhibition Rescues the Adenomyosis-like Phenotype in HSD17B1TG Mice

Although there was no statistically significant difference between the genotypes in circulating E2 concentration in any time point studied (Figure 5C), we tested the HSD17B1 dependence of the adenomyosis phenotype by treating the mice with an HSD17B1 inhibitor beta thiazole (compound no. 21 in Table 1 in Messinger et al., 2008 [24]). The mice were given 22 mg/kg/day HSD17B1 inhibitor for 6 weeks starting at the age of 4 months. As shown in Figure 6A, the treatment with the inhibitor reduced the number of adenomyotic glands 5-fold from that observed in the vehicle-treated HSD17B1TG mice (*p* = 0.042). However, the gland infiltration depth was not significantly altered by the HSD17B1 inhibitor (Figure 6B).

## 3. Discussion

Adenomyosis is a disease with poorly understood etiology, but several lines of evidence support estrogen-dependency of the disease [4,6]. HSD17B1 efficiently converts the weak estrogen E1 to the highly active E2, and is also able to convert androstenedione to testosterone. We have shown that overexpression of HSD17B1 in transgenic mice causes classical estrogen-dependent phenotypic changes, such as increased endometrial proliferation, endometrial hyperplasia and inflammation-aided rupture of the mammary gland myoepithelium [16,19,20]. In the present study, we show that HSD17B1TG mice also develop adenomyosis. At the age of 5.5 months, HSD17B1 showed an increased number of endometrial glands partially infiltrated into the myometrium, whereas at the age of 12 months, completely infiltrated glands were also present. The histology of some infiltrating glands showed signs for active, collective epithelial cell invasion, as described for cancer cells by Friedl et al. [25]. Thus, our data support the theory of direct, estrogen-dependent invasion of the basal endometrium into the myometrium.

In line with our data, several studies in mice have demonstrated that estrogen exposure also causes adenomyosis in mice [26]. Both prenatal and postnatal dosing of ethinyl-E2 were shown to induce adenomyosis in adult mice [27]. Neonatal dosing of the SERM compounds, such as tamoxifen and toremifene, also caused adenomyosis in adult mice [10,28] and the development of Ctnnb1-induced adenomyosis in mice required the presence of estrogen [13]. Our analysis of the serum steroid concentrations showed that the progesterone level was severely reduced in HSD17B1TG mice during the reproductive age (time points 4 and 6 months). We have previously shown that HSD17B1TG mice are anovulatory [16], and thus, the reduced progesterone concentration is explained by the lack of progesterone-producing corpora lutea in HSD17B1TG ovaries. These data were supported by upregulation of PGR-repressed genes [23] in the HSD17B1TG vs. WT uterus, as indicated by GSEA analysis. This further increases the estrogen effect on the endometrium, as the estrogen signaling is not opposed by progesterone.

We have also demonstrated that the androstenedione to testosterone conversion is increased in HSD17B1TG mice [29] and increased serum testosterone concentration was also observed at the age of 6 months in the present study. Although the serum E2 concentration was not significantly increased in HSD17B1TG mice, our previous studies have shown increased conversion of E1 to E2 in several tissues of HSD17B1TG females, including the uterus [16,19,20], suggesting a locally increased estrogen action in these tissues, without a change in the serum concentrations. This was also supported by our RNA-seq data, showing significant overlap in the previously reported estrogen-dependent genes in the mouse uterus [22] and the genes upregulated in the HSD17B1TG uterus. The pathways enriched among the upregulated genes in the HSD17B1TG uterus included inflammation, late estrogen response, KRAS signaling and regulation of cell adhesion, further supporting the hypothesis that these pathways are involved in the development of adenomyosis. Furthermore, we show that, similar to the other estrogen-dependent phenotypic changes in HSD17B1TG mice [16,19,20], the adenomyosis phenotype was prevented by the treatment with HSD17B1 inhibitor, confirming the dependence of the phenotype on the action of HSD17B1 and suggesting that increased estrogen exposure is upstream of all the altered adenomyosis-associated pathways.

Human adenomyotic uteri are hyperperistaltic [1,4,30]. According to one of the theories of adenomyosis pathogenesis, the hyperperistalsis causes microtrauma in the endometrial–myometrial junctional zone (EMJZ) that facilitates the invasion of basal endometrium into the myometrium [1,4,31]. The basal endometrial stromal cells in human adenomyotic uteri have been shown to express more SMA and have an increased number of concentrically arranged myofibroblast cells surrounding the basal glands, resulting from shearing stress caused by hyperperistalsis [32]. Similar to the human disease, HSD17B1TG mice show SMA-positive endometrial stromal cells already at the age of 4 months and spindle-shaped, SMA-positive myofibroblast cells were detected around the eutopic endometrial glands. These changes immediately preceded the adenomyosis phenotype in HSD17B1TG mice and were associated with prolonged estrogenic stimulation as indicated by the uterine upregulation of the estrogen-dependent genes in the HSD17B1TG uterus, such as *Klf4* and *Elf3* [22,33,34], the locally increased intra-uterine E2 biosynthesis and the endometrial hyperplasia phenotype [16].

We also observed significant overlap of 30 genes that are upregulated both in the pre-adenomyotic HSD17B1TG uterus and in human eutopic endometrium from adenomyosis patients [21]. The pathways enriched in the overlapping genes included TNFα signaling via NFKB, estrogen response, RAS-signaling and response to wounding, all also involved in adenomyosis development [35,36]. Thus, our data support the tissue injury and repair (TIAR)-theory of adenomyosis pathogenesis. Estrogen action has been shown to be positively associated with myometrial peristaltic contractility [37], causing the EMJZ microtrauma predisposing to adenomyosis, and our data also support the role of estrogens in the process.

By comparing our HSD17B1TG mouse data with previous studies [21,22,23], we observed that several of the genes in TNFα signaling via the NFKB category with the altered expression in the HSD17B1TG mice are also regulated by estrogens or progestins, suggesting that adenomyosis-associated inflammation may be hormonally primed in both HSD17B1TG uterus and human adenomyosis. Furthermore, increased NFKB p65, p50 and p52 protein expression has been observed in the endometrium of adenomyosis patients [38,39] and increased NFKB binding activity has been detected in adenomyotic stromal cells [40]. Additionally, NFKB and estrogen signaling have been reported to have additive interactions in endometrial epithelial cells [41], whereas PGR and NFKB have been reported to exhibit mutual repression [42], and decreased PGR-B expression has been observed in adenomyotic endometrium [38]. Similarly, PGR is a major anti-inflammatory factor repressing NFKB activation in myometrial cells [43]. Together, these observations suggest that estrogen-driven repression of PGR signaling together with the induction of NFKB signaling are potential drivers for adenomyosis, similar to that suggested for endometriosis [44], and may represent the link in hormonal and inflammatory signaling in both adenomyosis and endometriosis.

HSD17B1 inhibition is an attractive approach to reduce estrogen concentration locally in peripheral tissues. In preclinical studies performed by us and others in vivo, HSD17B1 inhibition was shown to reduce the growth of breast cancer xenografts [45,46,47,48], the development of inflammation-aided mammary epithelial rupture [20], the growth of endometrial cancer xenografts on chicken chorioallantoic membrane [49], the development of endometrial hyperplasia phenotype [16], the pain-related behavior of marmoset monkeys with endometriosis [50], the uterus weight induction and proliferation in uterotropic assay [19], the ERELuc reporter construct activity [19,20] and the serum E1 to E2 conversion [51]. In the present study, we showed that the development of the adenomyosis phenotype in HSD17B1TG females was prevented by the HSD17B1 inhibitor treatment. Adenomyosis is now understood to be a disease of both young and older women [1,52]. The conservative hysterectomy treatment is not an option for the majority of women in reproductive age, and therefore, new, targeted medical treatments are needed [52]. Because adenomyosis is an estrogen-dependent disease, HSD17B1 inhibition may be an option to reduce the estrogen action in adenomyosis lesions.

## 4. Materials and Methods

### 4.1. Breeding and Maintenance of HSD17B1TG Mice

The generation and maintenance of HSD17B1TG mouse line has been previously described [29]. Animal experiments were approved by the respective authorities, and the institutional policies on animal experimentation fully met the requirements as defined in the NIH Guide on animal experimentation. Briefly, FVB/N mice were made to universally over-express human *HSD17B1* cDNA under CMV-enhanced chicken beta actin promoter. HSD17B1TG males were bred with WT females to maintain the heterozygous mouse line and female mice with transgene expression were used in the study. The mice were housed under standard conditions with a 12 h light/darkness cycle at 21 ± 1 °C and free access to soy-free RM3 chow (Special Diet Service, Whitham Essex, UK) and tap water. Before sample collection, mice were terminally anesthetized with an intraperitoneal injection of 400–800 μL 2.5% tribromoethanol (Avertin; Aldrich Chemical Co., Milwaukee, WI, USA.) [53], and blood was withdrawn from the heart, followed by euthanasia by cervical dislocation. Blood was allowed to stand overnight at +4 °C and was centrifuged at 3000 rpm using a table centrifuge to separate serum. Tissues were weighed, snap-frozen in liquid N_2_ and stored at −80 °C or processed for histological analysis as described below.

### 4.2. Histomorphometric Analysis of the Uterus

The uteri were fixed in 4% paraformaldehyde at room temperature for 15–20 h, dehydrated and paraffin-embedded. HSD17B1TG mice do not cycle and WT uterus samples were collected at random cycle phases. Serial sections of 16 WT and 6 HSD17B1TG mice at the age of 5.5 months were cut at 5 μm thickness and stained with hematoxylin and eosin. One uterine horn was cut into 4–5 pieces. The uterus piece second closest to the ovarian end was cut through and used for the analysis for each mouse. On average, 133 ± 9 and 220 ± 16 sections for WT and HSD17B1TG mice were analyzed, respectively. For the time point of 12 months, one slide per uterus, containing an average of 48 ± 5 sections for WT and 51 ± 6 for HSD17B1TG mice, was analyzed from the uterus piece second closest to the ovary. Endometrial glands partially or fully infiltrated into myometrium were considered as a sign for adenomyotic changes in all time points. All slides were scanned with Pannoramic 250 Flash II digital slide scanner (3DHISTECH, Budapest, Hungary). The gland infiltration depth was measured using the Caseviewer program (3DHISTECH, Budapest, Hungary).

### 4.3. Immunohistochemistry

For IHC, paraffin-embedded uteri were cut into 5 μm sections. The sections were deparaffinized and rehydrated in xylene and ethanol series. Antigen retrieval was performed in a pressure cooker (Retriever 1200) in Tris-EDTA (pH 9.0). The sections were blocked against non-specific binding in PBS–3% BSA–0.05% Tween and incubated with the primary antibody (monoclonal mouse anti-human smooth muscle actin clone 1A4, 71 μg/mL, Dako Agilent, Santa Clara, CA, USA) overnight. The endogenous peroxidase was then blocked by incubating the sections in 3% (*v*/*v*) H_2_O_2_ for 20 min. The primary antibody was detected by using an anti-mouse Dako Envision+ system (Dako Agilent, Santa Clara, CA, USA). Visualization was made with DAB+ substrate (Dako Agilent, Santa Clara, CA, USA). All sections were counterstained with Mayer’s hematoxylin and scanned with a Pannoramic 250 Flash II digital slide scanner (3DHISTECH, Budapest, Hungary).

### 4.4. RNA Isolation

Total RNA (WT *n* = 5, TG *n* = 5) was isolated using Trizol reagent (Thermo Fisher Scientific, Carlsbad, CA, USA), further purified with RNeasy columns (Qiagen, Germantown, MD, USA) and treated with DNase (RNase-free DNase Set, Qiagen; or DNase I, Invitrogen, Thermo Fisher Scientific, Carlsbad, CA, USA). The RNA concentrations were measured using Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Carlsbad, CA, USA) and quality of RNA was verified using Bioanalyzer 2100 (Dako Agilent, Santa Clara, CA, USA).

### 4.5. RNA Sequencing and Data Analysis

The mRNA was sequenced with Illumina NovaSeq6000 at Novogene Cambridge Genomic Sequencing Centre (UK) with a standard protocol of paired-end 150 bp sequencing length. Sequencing depth was at least 20 million reads per sample and reads were mapped to mouse genome (Mus_musculus_Ensemble_94) using HISAT2 [54]. Differential expression analysis was conducted using DESeq2 [55]. Transcript abundance was quantified using FPKM (fragments per kilobase of transcript sequence per millions base pairs sequenced) [56]. For downstream differential expression analysis, we used FDR < 0.05, FC > 2, and genes for which mean FPKM was >1 in either HSD17B1TG or WT. The individual specific visualization of selected transcriptional changes was conducted using R 3.5 and FPKM. The sequencing results were submitted to GEO under the series accession number GSE199492.

Functional enrichment analysis (over-representation) was conducted in metascape.org with functional categories from GO Biological Processes (GO), Hallmark gene sets (H), canonical pathways (CP), KEGG (K), Reactome (R) and WikiPathways (W). Gene Set Enrichment Analysis (GSEA) (www.gsea-msigdb.org/gsea, accessed 19 January 2020) was conducted using HSD17B1TG versus WT transcriptional fold changes as the continuous ranked list and selected relevant gene list from the literature as custom datasets. These included differentially transcribed genes previously detected in the eutopic endometrium of human adenomyosis patients [21], estrogen treatment of mouse uterus [22] (FDR < 0.05, FC > 2) and siPGR-regulated genes [23].

### 4.6. RT-qPCR

For qPCR of *Klf4* and *Elf3*, 0.5 ug RNA (WT *n* = 11, TG *n* = 7) was transcribed to cDNA using the SensiFAST Kit (Bioline, Cincinnati, OH, US)). 0.1 ng/well of template cDNA was amplified using SYBR Green DyNamo HS Flash qPCR Kit (Thermo Fisher Scientific, Carlsbad, CA, USA). The primer sequencies were as follows: *Klf4* (forward 5′ -> 3′ TACCCTCCTTTCCTGCCAGA and reverse 5′ → 3′ CGGTAGTGCCTGGTCAGTTC, T_m_ = 60.0), *Elf3* (forward 5′ → 3′ CGGTGGAAGTGATGTGGACC and reverse 5′ → 3′ GTTCCAGGATCTCCCGTTTGT, T_m_ = 60.0).

### 4.7. Serum Hormone Analyses

The concentrations of serum progesterone, testosterone and E2 were analyzed by a validated gas chromatography–tandem mass spectrometry method [57] with the quantification limits of 74, 8 and 0.5 pg/mL, respectively.

### 4.8. HSD17B1 Inhibitor Treatment

The HSD17B1 inhibitor beta thiazole (compound no. 21 in Table 1 in Messinger et al., 2008 [24]) was delivered for the HSD17B1TG mice using custom pellets (Innovative Research of America) releasing 22 mg/kg/d of the inhibitor, and vehicle-treated mice were used as controls. The pellets were inoculated into mice anesthetized with 450 to 800 μL 2.5% tribromoethanol and 0.15 mg/kg buprenorphine, i.p. Postoperative analgesia was obtained by providing 0.1 mg/kg buprenorphine, s.c., daily for 3 postoperative days. The inhibitor dosing continued for 6 weeks starting at the age of 4 months after which the mice were sacrificed, and tissue samples were collected. The uterine horn was processed at the age of 5.5 months and 220 ± 16 and 215 ± 10 sections were analyzed for vehicle- and inhibitor-treated HSD17B1TG mice.

### 4.9. Statistical Analysis

For statistical analyses of the histological samples, GraphPad Prism software was used. Student’s t-test was applied for normally distributed data and the Mann–Whitney U-test for non-normally distributed datasets. Chi-square test was used to study the phenotypic frequencies.

## Figures and Tables

**Figure 1:**
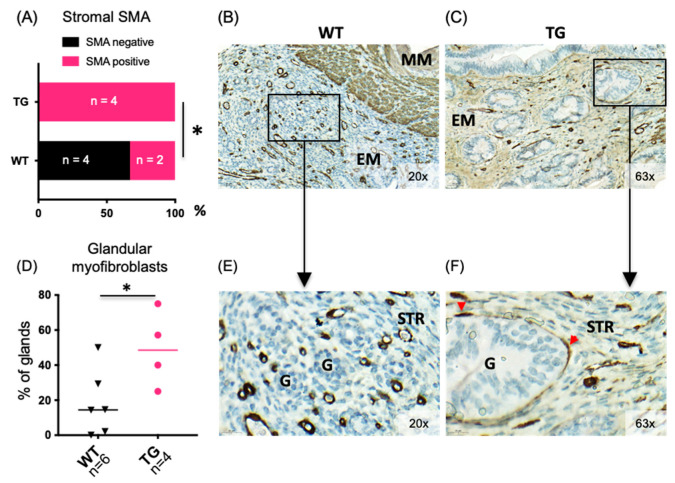
Uterine changes preceding the adenomyosis phenotype in HSD17B1TG females. At the age of four months, HSD17B1TG uterus showed changes related to mechanical stress and increased exposure to estrogens. (**A**) The endometrial stromal cells appeared more positive for smooth muscle actin (SMA), as shown by representative images of immunohistochemical SMA analysis for WT (**B**) and HSD17B1TG (**C**) uteri. Higher magnifications (of the areas indicated by black squares in (**B**,**C**) are shown in (**E**,**F**), respectively. (**D**) The endometrial glands in HSD17B1TG mice were surrounded by myofibroblast cells significantly more often than in WT mice. The SMA-positive myofibroblasts are shown by the red arrowheads in (**F**). * *p* < 0.05, MM = myometrium, EM = endometrium, G = gland, STR = stroma, triangle = WT, circle = TG.

**Figure 2:**
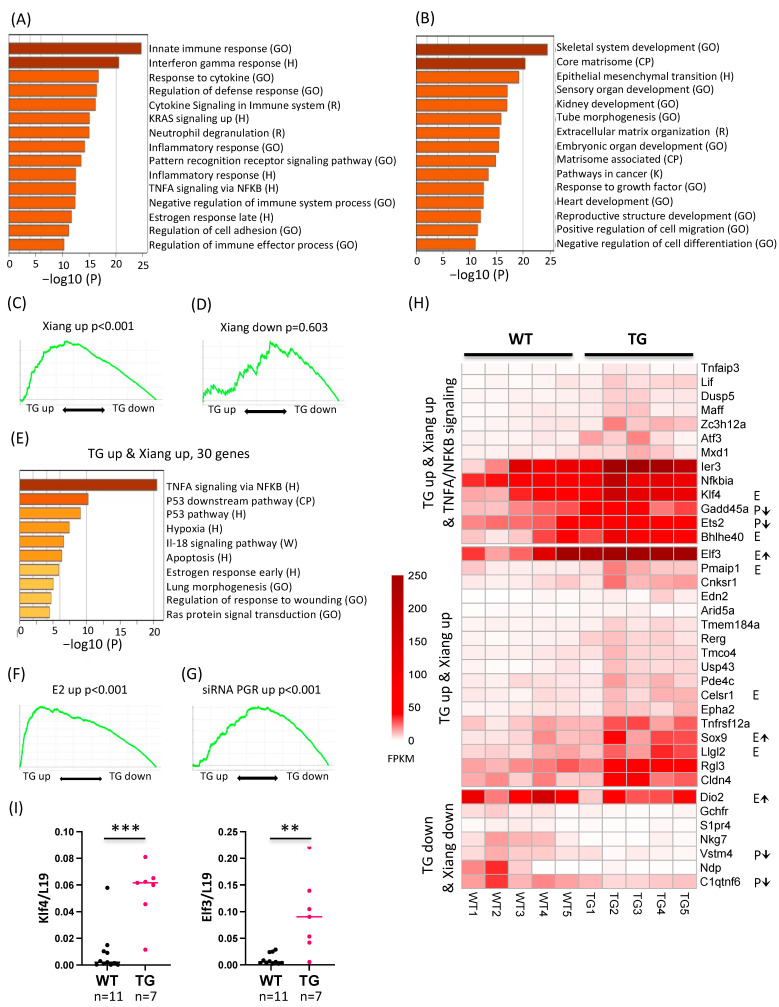
Transcriptomic uterine changes in HSD17B1TG females at the age of 4 months preceding adenomyosis development. Functional enrichment analysis of genes that were upregulated (**A**) or downregulated (**B**) in HSD17B1TG (*n* = 5) versus WT (*n* = 5) uteri. Differentially regulated genes (FDR < 0.05, FC > 2, > 1 FPKM) were used as an input in metascape.org with functional categories from GO Biological Processes (GO), Hallmark gene sets (H), canonical pathways (CP), KEGG (K), Reactome (R) and WikiPathways (W). (**C**) Gene Set Enrichment Analysis (GSEA) of transcriptionally upregulated genes previously detected in the eutopic endometrium of human adenomyosis patients compared to controls [21] (FDR < 0.05, FC > 2) showed a significant overlap with the upregulated genes in HSD17B1TG uterus compared with WT found in this study, whereas genes downregulated in human adenomyotic eutopic endometrium were not enriched in the downregulated genes in the HSD17B1TG mice (**D**). (**E**) Functional enrichment analysis of the 30 genes upregulated (FDR < 0.05, FC > 2) in both HSD17B1TG uterus and human eutopic endometrium from adenomyosis patients [21]. (**F**) GSEA of transcriptionally upregulated genes in estradiol (E2)-treated mouse uterus [22] (FDR < 0.05, FC > 2) on the ranked gene changes in HSD17B1TG uteri identified in the present study (positive fold change on the left), supporting enhanced estrogen action in the HSD17B1TG uterus. (**G**) GSEA using genes upregulated by siRNA targeting progesterone receptor (siPGR; FDR < 0.01) [23] on the ranked gene changes in HSD17B1TG females observed in this study (positive fold change on the left). The data show a significant overlap for genes upregulated in HSD17B1TG uterus and by the siPGR. (**H**) A heatmap showing transcriptomic changes between HSD17B1TG and WT uteri (FDR < 0.05, FC < 2) for genes, which also have concordant transcriptomic change in the eutopic endometrium from human adenomyosis patients [21]. In the top panel, genes of the TNFα signaling via NFKB are shown, being the top enriched Hallmark category. Estrogen regulation of the genes is indicated with E and an arrow for the genes shared with Hallmark estrogen response early/late term (M5906, M5907) and for the genes from Damdimopoulou et al., 2011 [22]. Those genes shown to be repressed by progesterone (siPGR-upregulated) [23] are marked with P. Transcription is displayed using fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM). (**I**) For *Klf4* and *Elf3,* transcriptomic analysis was confirmed by a larger number of individuals with RT-qPCR (WT = 11, TG = 7, ** *p* < 0.01, *** *p* < 0.001). Enrichment analysis output gene lists are shown in Supplementary Table S1C–E, GSEA input gene lists in Table S1F and GSEA output parameters in Table S1G.

**Figure 3:**
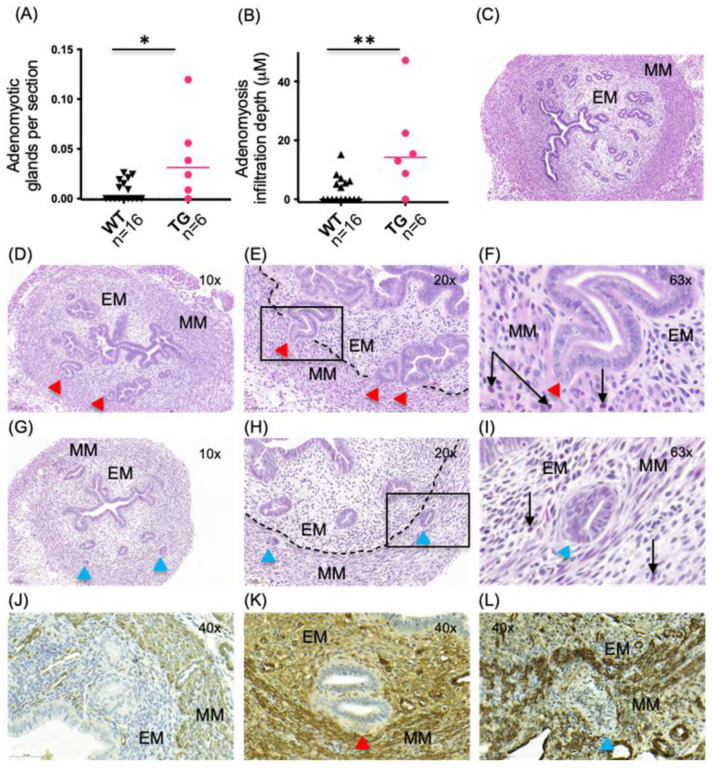
Adenomyotic changes are increased in HSD17B1TG females at the age of 5.5 months. (**A**) Significantly increased numbers of adenomyotic glands per analyzed sections were observed in HSD17B1TG mice compared to WT mice. (**B**) The infiltration depth was also significantly higher in HSD17B1TG mice compared to WT mice. (**C**) A cross-section of WT uterus without adenomyotic changes. (**D**) A cross-section of HSD17B1TG uterus with infiltrating glands. (**E**) A higher magnification of (**D**) with the endometrial and myometrial border highlighted with dashed line. (**F**) A higher magnification of (**E**), showing an infiltrating gland and eosinophils. (**G**) Few fully infiltrated glands were also observed in the HSD17B1TG mice. (**H**) A higher magnification of the section shown in Figure (**G**), with the endometrial–myometrial border highlighted with dashed line. (**I**) Eosinophils in the HSD17B1TG uterus. (**J**) Endometrial stroma of the WT uterus was negative in immunohistochemistry for smooth muscle actin (SMA). (**K**) SMA staining shows a partially infiltrated gland in HSD17B1TG mice. (**L**) SMA-staining showing fully infiltrated HSD17B1TG gland. The SMA-positive endometrial stroma is apparent in (**K**,**L**). * *p* < 0.05, ** *p* < 0.01, EM = endometrium, MM = myometrium, red arrowheads = partially infiltrated glands, blue arrowheads = fully infiltrated glands, black arrows = eosinophils, black squares = the areas shown in higher magnification, triangle = WT, circle = TG.

**Figure 4:**
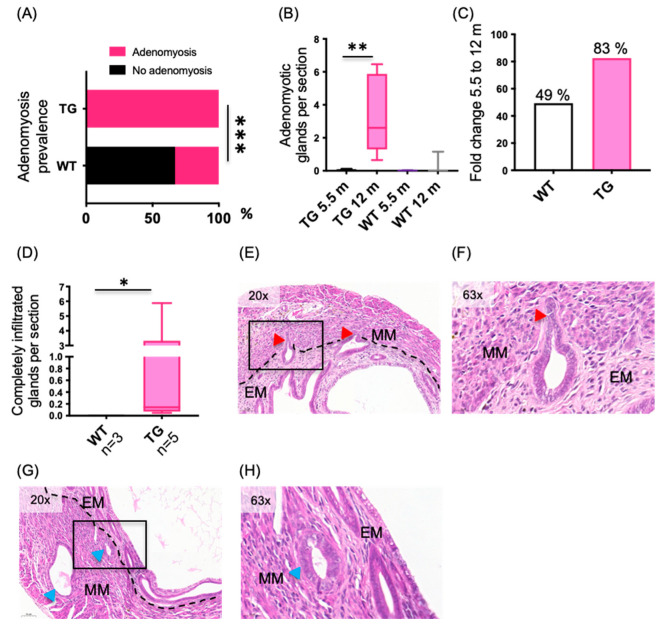
Increased amount of adenomyotic changes in HSD17B1TG mice at the age of 12 months. (**A**) When 43–57 serial sections per mice were analyzed, 100% of the HSD17B1TG females presented with adenomyotic changes at the 12 months of age (*n* = 5), while the changes were observed in 33% of the WT mice (*n* = 3). (**B**) Significantly increased numbers of adenomyotic glands per analyzed sections were observed in 12-month-old HSD17B1TG mice compared to the 5.5-month-old mice, whereas in WT mice, there was no difference between the two age groups. (**C**) The difference in the amount of adenomyotic glands between the HSD17B1TG and WT mice increased from 5.2-fold at the 5.5 months to 8.8-fold at the at the age of 12 months. (**D**) The number of adenomyotic glands completely infiltrated into the myometrium was significantly increased in HSD17B1TG mice compared to WT mice at the age of 12 months. (**E**) A cross-section of HSD17B1TG uterus showing partially infiltrated glands with invasive epithelial structures. (**F**) A higher magnification of (**E**). (**G**) A cross-section of HSD17B1TG uterus showing completely infiltrated glands. (**H**) A higher magnification of (**G**). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, EM = endometrium, MM = myometrium, red arrowheads = partially infiltrated glands, blue arrowheads = completely infiltrated glands, black squares = the areas shown in higher magnification.

**Figure 5:**
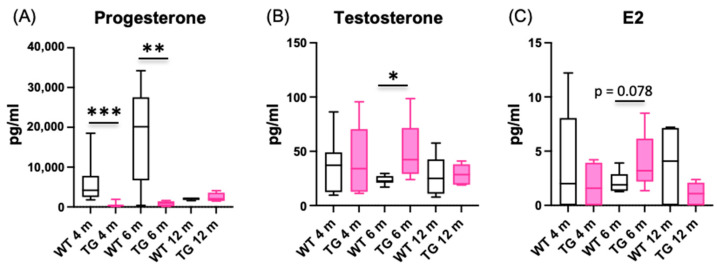
Serum hormone concentrations. Serum hormone concentrations were measured at the ages of 4, 6 and 12 months. (**A**) Serum progesterone level was significantly reduced at the ages of 4 and 6 months in HSD17B1TG females. (**B**) The concentration of serum testosterone was significantly increased in HSD17B1TG females at the age of 6 months. (**C**) There was no difference in serum E2 concentration in any time point. E2 = estradiol; 4 m WT *n* = 11, 4 m HSD17B1TG *n* = 7, 6 m WT *n* = 9, 6 m HSD17B1TG *n* = 5, 12 m WT *n* = 5, 12 m HSD17B1TG *n* = 7; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
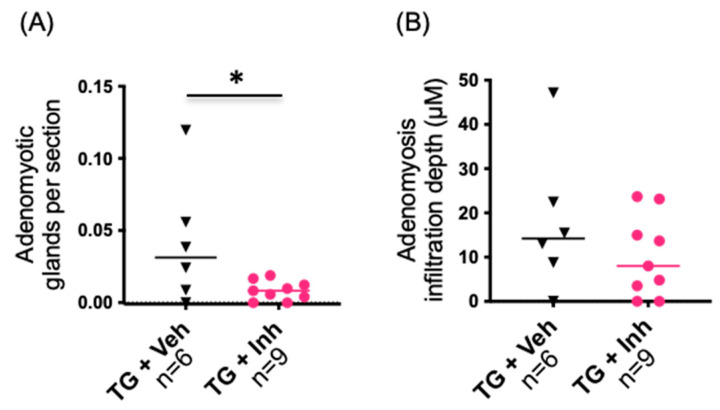
Prevention of the adenomyosis phenotype by an HSD17B1 inhibitor treatment. HSD17B1TG mice were treated with an HSD17B1 inhibitor for 6 weeks starting at the age of 4 months. (**A**) After the treatment, a significantly reduced number of adenomyotic glands per section were observed in HSD17B1TG mice compared to vehicle-treated mice. (**B**) The inhibitor treatment did not affect the infiltration depth of the glands. Veh = vehicle, Inh = HSD17B1 inhibitor, * *p* < 0.05, triangle = TG + Veh, circle = TG + Inh.

## Data Availability

The RNA-seq data produced in this study are available in GEO under the series accession number GSE199492. Additional RNA-seq data used in the intersections were extracted from publications referenced in the methods. All the data and processed files are also available on request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23094815/s1.

How the deposited data were processed for this re-analysis (not part of the article)

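The data were RNA-seq of the uterus from 5 HSD17B1TG and 5 WT mice at the age of 4 months, with 1 library per mouse. The authors sequenced paired-end reads of 150 bp on a NovaSeq instrument and mapped them with HISAT2 to the mouse genome with the Ensembl 94 annotation (GRCm38). The authors deposited 1 table of 29268 genes with the raw count of each gene in each mouse. The same table holds the deposited signal of each gene, which is the count divided by 1 DESeq2 size factor per mouse. It also holds the deposited FPKM, which use the gene length of the table and a number of fragments proportional to the same size factor. The log2 fold change and the p-value with its adjusted p-value in the deposited tables come from the authors' comparison of HSD17B1TG with WT in DESeq2, and an adjusted p-value of 1 was written where no p-value was given. A shorter deposited table holds the 2016 of these genes with an adjusted p-value under 0.05 and a fold change over 2. Further deposited tables give the over-representation of GO terms and KEGG pathways among those 2016 genes, up and down together. The program that counted the reads, its strand setting and its handling of reads with several matches are not given in the paper's text.

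Total counts on genes lay between 14817228 and 23271988 per mouse. A count of 3 in the mouse with the lowest total corresponds to 0.202 CPM, which is the level under which a gene cannot be told from absent in that mouse. This limit covers counting error only. Mitochondrial genes took 4.92% ± 2.56 (SD, n = 5) of the counts in HSD17B1TG and 3.07% ± 0.322 in WT (two-sided exact permutation test, p = 0.167). The labels name no litter, batch or date and do not explain the number they end in, so no batch was modelled.

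Samples were grouped by the genotype in their labels. The raw counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, normalized with TMM and tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment over the 16993 genes tested. The thresholds are those of the paper's methods, an adjusted p-value under 0.05, a fold change over 2 and a mean FPKM over 1 in either group. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 22 lists. The lists were written by hand from general knowledge of the uterus and of cell types, and they are not the lists of the paper. They cover estrogen-induced and progesterone-induced uterine genes, interferon response, inflammatory cytokines and receptors, TNF and NFKB response, adhesion, core matrisome, mesenchymal transition, cornified epithelium and proliferation genes. Further lists are markers of epithelium, smooth muscle, stroma, endothelium, all leucocytes, neutrophils, macrophages, eosinophils, natural killer and cytotoxic lymphocytes, B and plasma cells, oviduct and adipocytes. For single genes and for the mean of a list per mouse, a two-sided exact permutation test over the 252 assignments of 10 mice was used. Distances between mice of a group were compared with the same test on log2 CPM. Genes were placed by the coordinates of the table, and overlaps between genes were taken from GENCODE M21 of the same build, in which 28478 of the 29268 genes have the same coordinates.

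The genes named were chosen by a rule. They are the genes of Fig. 2H, mouse *Hsd17b1*, *Esr1*, *Esr2*, *Pgr*, *Cyp19a1*, *Ltf* and *Acta2*, the 5 protein-coding called genes with the highest and the 5 with the lowest log2 fold change among those whose groups did not overlap, and the 3 members of each reported list with the smallest p in the direction of the list. *Cyp19a1* is not listed in the table, and *Esr2* did not pass the filter on low counts. *Pparg* was named after its values were seen. The lists, the main tests of genes and of lists, the thresholds, the rule for naming genes and all alternatives but 1 were fixed before the data were examined. Further tests were chosen after results were seen. Among them were the splits of the mice, the exchange of labels, the admixture tests in abundant genes and the comparisons between lists. The alternatives were DESeq2 1.42.0, other normalizations, other filters, other thresholds, limma on voom weights and on log2(FPKM + 1) or log2(FPKM + 0.1), other tests for gene lists, and each mouse left out in turn. A fit with offsets for GC content and gene length was added later.

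The methods were tested on simulated counts with the means and library sizes of these mice, in which 200 genes were changed by known fold changes. A call in the simulation needed only an adjusted p-value under 0.05. The fold change and FPKM thresholds were not applied, so its false calls do not measure those under the full thresholds. Of 16652 simulated genes tested, edgeR called 145, and 138 of these were changed genes. Of 16991 simulated genes tested, DESeq2 called 199, and 156 of these were changed genes. With no gene changed, edgeR called 0 of 16638 genes and DESeq2 4 of 16984. The list tests found a raised list of 40 genes and did not find an unchanged list of 40. The simulated genes varied independently of each other, so this does not test lists whose genes vary together between mice. The tables of the supplement that hold the literature lists of Fig. 2C to Fig. 2G are not used here, and the quantitative PCR, hormone and histology data were not analysed here. Scripts were written in R and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.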

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

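The tests of the gene lists with camera, fry and an estimated correlation and the search for mice far from their group were planned, and the test of WT4 on genes that the other WT mice lack was set before its result was seen. The test of admixture in abundant genes, the splits of the mice, the comparisons between lists and the fit with offsets for GC content and gene length were chosen only after the results were seen.

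For each named gene and for library size, the value of the most extreme mouse of a group of 5 was compared with the range of its group. Of 226 such comparisons, 23 found a mouse far from the other 4, where chance gives about 11.3. WT4 was that mouse in 9 of the 23, and TG1 in 0. In WT4 the FPKM were above those of the other 4 WT mice for *Ldoc1* (0.265), *Etnppl* (0.252), *Sprr2d* (1.71), *Sprr2b* (2.35), *Irf7* (9.64), *Parp14* (7.99), *Itgam* (7.32), *Il1f9* (0.294) and *Dnah5* (0.124). Of these 9 genes, 8 were called up in HSD17B1TG, and *Dnah5* was not. *Ldoc1*, *Etnppl*, *Il1f9* and *Dnah5* lie under 1 FPKM in all WT mice. An admixture of HSD17B1TG tissue in WT4 was tested in 67 abundant genes that were over 4-fold higher in the other HSD17B1TG mice and in 14 that were over 4-fold lower. The first genes placed WT4 at a median of 22.3% of the way to HSD17B1TG (quartiles 9.38% and 40.4%), and the second at 93.9% (quartiles 85.8% and 95.6%). A mixture gives the same share in both, so the tables argue against it. The earlier test rested on 5 genes, which reached a median of 10.1% of their HSD17B1TG level in WT4, and these genes were too few and too low to decide. A labelling error in WT4 alone was not tested as such. Because the labels name no cycle phase, a cycle phase of WT4 close to the state of the HSD17B1TG mice remains open and untested.

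In TG3 the proliferation genes *Ccna2* (23.4 FPKM), *Pcna* (87.6) and *Tyms* (12.3) were above the other 4 HSD17B1TG mice, and in WT5 *Ccna2* (2.33) and *Tyms* (2.32) were below the other 4 WT mice. These genes belong to 1 programme and are not independent. All 30 genes of the proliferation list were lower in HSD17B1TG, with a median log2 fold change of -0.45 (adjusted p = 3.83e-06 in limma's camera, 0.167 in limma's fry), and without TG3 the median was -2.78. Of 100 splits of the mice, 38 gave a camera p as small for this list, so its difference between the groups is within what the mice give under other groupings. No technical explanation of TG3 was tested.

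The other mice far from their group were WT2 for *Pmaip1* (9.09 FPKM, higher) and *S100a9* (1.11, higher), WT3 for *Rerg* (0.727, lower) and *Tnfaip2* (2.23, lower), TG5 for *Ndp* (1.86, higher), *Il13ra2* (0.197, higher), *Bpifb5* (2.39, higher) and *Col18a1* (8.03, lower), and TG2 for *Gzmc* (0.257, higher). *Il13ra2* and *Gzmc* lie near the limit of detection in HSD17B1TG. No explanation was tested for them.

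A signal was found in genes that the paper does not discuss. Marker genes of natural killer and cytotoxic lymphocytes (13 genes tested, 13 lower) had a median log2 fold change of -3.28 (adjusted p = 3.84e-11 in limma's camera, 0.00383 in limma's fry), and 9 were called down. The paper names 1 of these genes, *Nkg7*, in Fig. 2H. *Gzmc*, *Prf1* and *Gzmd* had the smallest p, and *Prf1* fell from 4.89 ± 2.86 FPKM (SD, n = 5) to 0.269 ± 0.180. Granzyme genes lie in a cluster of similar genes, so the share of each is uncertain. TG2 was the HSD17B1TG mouse with the highest mean of the list. Of 100 splits, 2 gave a camera p as small, the real one included. The list fell by more than pan-leucocyte markers, which fell by 0.26 (exact permutation test of the difference, two-sided, p = 0.00794, the smallest that 5 mice against 5 allow), so fewer leucocytes of every kind are not the whole of it. It also fell by more than stromal markers, which fell by 1.21 (exact permutation test, p = 0.0159), so a larger epithelial share is not either. With offsets for GC content and gene length the adjusted p was 2.98e-11 in limma's camera, which argues against those biases as the whole cause. With the correlation between genes estimated from the data, no list passed 0.05 (0.227 for this one in limma's camera). The deposited over-representation table of the authors gives natural killer cell mediated cytotoxicity an adjusted p-value of 0.0335, with 14 genes down and 7 up. A candidate explanation is that the HSD17B1TG uterus holds fewer natural killer cells, and it is a hypothesis found on the same data. The paper describes HSD17B1TG females as not cycling, so a difference in cycle state goes with genotype and cannot be separated from it here.

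Genes induced by progesterone in the uterus (26 tested, 24 lower) had a median log2 fold change of -2.02 (adjusted p = 7.85e-10 in limma's camera, 0.00383 in limma's fry), and 16 were called down. The paper examines genes that rise after knockdown of PGR, and not this list. *Il13ra2*, *Hand2* and *Fkbp5* had the smallest p, and *Hand2* fell from 22.2 ± 9.47 FPKM (SD, n = 5) to 5.60 ± 1.62. Of 100 splits, 1 gave a camera p as small, the real one itself. Without the 3 genes it shares with the stromal list it fell by 2.14, and stromal markers outside it fell by 1.13 (exact permutation test of the difference, two-sided, p = 0.0397), so a smaller stromal share alone is not enough. With offsets for GC content and gene length the adjusted p was 2.75e-10 in limma's camera. An estimated correlation gave 0.227. The values go with lower progesterone signaling in HSD17B1TG mice. The paper describes these mice as lacking corpora lutea and reports lower serum progesterone in HSD17B1TG females of this age. WT mice at cycle phases with progesterone could give the same difference without any further effect of the transgene.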

How the results depend on the processing

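The fits in this part were planned, except the fit with offsets for GC content and gene length, which was chosen after the results were seen. No paired analysis was possible because the animal numbers are not shared between the groups. The labels also end in a further number, whose meaning they do not give. It is the same in TG1 and WT4, in TG3 and TG4, and in WT2 and WT3, so it pairs no other mice across the groups.

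The number of genes called up, 367 in edgeR, was 906 with DESeq2's Wald test, 1083 with limma's voom and quality weights, 3 with glmTreat at a fold change of 2 and 6 at an adjusted p-value under 0.01. The number called down, 354, was 666, 665, 1 and 0 under the same settings, and 228 with limma on log2(FPKM + 1). At an adjusted p-value under 0.01 the 0 genes down compare with 4430 genes at an unadjusted p under 0.05 in either direction. Of the genes up in Fig. 2H, 7 were called in edgeR, 30 with DESeq2, 23 with voom, 0 with glmTreat and 0 at an adjusted p-value under 0.01, where all 30 had an unadjusted p under 0.05 in edgeR. Of its genes down, 2 were called in edgeR, 7 with DESeq2, 4 with voom, 1 with at least 10 counts required in every mouse, 0 with glmTreat and 0 at an adjusted p-value under 0.01. glmTreat and the lower threshold are stricter by construction. For the other settings the cause was not tested. Under the remaining alternatives with all 10 mice, these counts stayed within 1.5 times, from 292 to 536 genes up and from 291 to 438 down. Upper-quartile normalization shifted the median log2 fold change of all genes by less than 0.1. The share of calls that were up was 50.9% in edgeR with TMM, 43.6% with upper-quartile normalization, 64.6% with limma on log2(FPKM + 1) and 60.6% on log2(FPKM + 0.1).

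In the 10 fits that each left out 1 mouse, genes up ranged from 38 to 888, genes down from 27 to 666, genes of Fig. 2H called up from 0 to 19 and called down from 0 to 6. The counts rose without TG1 (763 up, 575 down) and without WT4 (888 up, 666 down). Without TG3, 367 genes were called up and 528 down. Without TG2 the counts were 55 and 60, without TG4 83 and 66, without TG5 38 and 27, without WT1 100 and 145, without WT2 38 and 56, without WT3 68 and 78, and without WT5 46 and 62. Each of these fits has fewer mice. The fit with offsets for GC content and gene length, added after the data were seen, called 328 up, 345 down and 5 of the genes up in Fig. 2H.

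Of the 22 gene lists, 17 passed an adjusted p-value of 0.05 in limma's camera, 10 under limma's fry and 0 with an estimated correlation between genes, where the lowest adjusted p-value was 0.107, for neutrophil markers. With an estimated correlation the adjusted p-value was 0.398 for the estrogen, TNF and core matrisome lists, 0.326 for the interferon and inflammatory lists, 0.364 for adhesion, 0.424 for mesenchymal transition, and 0.227 for the progesterone list and the natural killer list. Under fry it was 0.0891 for the estrogen, TNF and core matrisome lists and 0.127 for mesenchymal transition. The TNF list also lost its call under cameraPR on the edgeR log2 fold changes (0.0947). The cause was not tested. From 15 to 18 lists passed in the fits that left out 1 mouse, and all 7 lists set beside the paper's categories, the progesterone list and the natural killer list passed in each of the 10. Of the other lists under all settings, 195 results were the same, 21 were weaker, 4 stronger and 1 reversed. The reversed one is the macrophage list without TG1 (adjusted p = 0.941 in limma's camera, and from 0.163 over the 10 fits).

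Of the log2 fold changes of single genes under all settings, 1797 kept their direction and side of the threshold, 140 were stronger, 253 weaker and 6 reversed. The reversed ones were *Hsd17b1* without TG1, TG4 and WT1 (from -0.088 to 0.30 over the 10 fits), *Esr1* without TG4 and WT4 (from -0.16 to 0.049), and *Tubb4b* without TG3 (from -0.14 to 0.37). None of these genes was called in edgeR with all 10 mice. The distance of a mouse from its group, which was lower in HSD17B1TG by a mean difference of -0.00136, was higher by 0.0179 over all tested genes not called. It ranged from -0.0669 to 0.0650 with 1 mouse left out, with positive differences without TG2 (0.0650), TG3 (0.00430), TG4 (0.0314), TG5 (0.00423), WT3 (6.67e-05) and WT4 (0.0433).

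Total counts overlapped between the groups, and genes under about 0.202 CPM cannot be told from absent in single mice. This limits the log2 fold changes of genes at that level in 1 group, among them *Lypd8*, *Il13ra2* and *Gzmc*.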

Differences from the paper's values

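No test in this part was chosen after the results were seen.

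The paper's 906 genes up compare with 367 in edgeR. Among the alternatives set before the data were examined, DESeq2's Wald test, which is the test the paper's methods name, gave 906, and limma's voom with quality weights (1083), the fit without TG1 (763) and the fit without WT4 (888) came within 1.5 times. None of the other alternatives did. The paper's 666 genes down compare with 354 in edgeR. DESeq2 gave 666, and voom (665), the fit without TG1 (575), the fit without TG3 (528) and the fit without WT4 (666) also came within 1.5 times, and the other alternatives did not. The 906 and 666 genes that DESeq2 called here are all among the 906 and 666 that the authors' deposited table gives under the paper's thresholds.

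The paper's 30 genes up in both datasets compare with 7 of these called up in edgeR. DESeq2 called 30 of them and voom 23, and the other alternatives stayed further away, the closest being 19 without TG1. Of the paper's 13 genes of TNF signaling via NFKB, edgeR called 3. DESeq2 called 13 and voom 9, the fit without WT4 called 8, and the remaining alternatives called 6 or fewer.

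The log2 fold changes in the supplement of *Klf4*, *Bhlhe40*, *Elf3*, *Pmaip1*, *Celsr1*, *Sox9*, *Llgl2*, *Gadd45a* and *Ets2* differed from those of edgeR by less than the standard error. The paper's text names the first 7 of these genes as upregulated, and edgeR called none of the 7 at an adjusted p-value under 0.05. DESeq2 and voom each called 7 of the 7, the fit without TG1 4, the fit without WT4 3, and limma on log2(FPKM + 1) or on log2(FPKM + 0.1) 1.

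The paper's text names *Dio2* among the genes upregulated in the HSD17B1TG uterus. Its log2 fold change was -1.50 in edgeR, and -1.50 in the authors' deposited table. Fig. 2H places it with the genes that are lower in HSD17B1TG.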

Other observations

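The tests of the gene lists with camera and fry and the comparison of distances between mice were planned, and so was the test of TG1 on genes that the other HSD17B1TG mice lack, once TG1 was seen to lie between the groups. The other tests in this part, among them the splits of the mice, the exchange of labels, the tests of admixture in abundant genes and the comparisons between lists, were chosen only after the result they bear on was seen.

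Other splits of the mice show how much of each result the grouping by genotype carries. Of the ways to split the 10 mice into groups of 5, 100 were drawn and tested with edgeR, the real one included. As many genes in the larger direction as the 367 up were called in 2 of them, as many as the 354 down in 2, as many of the genes up in Fig. 2H in 2, as many of those down in 2, and as many gene lists past the threshold in 1. DESeq2 called as many genes in 2 of 100 splits. These DESeq2 splits were first drawn as 40, also with 2 as large, and their number was then raised to 100. For single lists, the number of 100 splits with a camera p as small was 24 for the estrogen list, 8 for interferon, 11 for inflammation, 31 for TNF, 14 for adhesion, 26 for core matrisome and 33 for mesenchymal transition. It was 21 for epithelial, 56 for smooth muscle, 2 for stromal, 33 for endothelial, 4 for neutrophil, 17 for cornified epithelium and 9 for adipocyte genes. Lists of genes that vary together between mice thus pass camera's threshold under many groupings, and the lists set beside the paper's categories are not told from such variation by this measure.

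The split that exceeds the real one exchanges TG1 and WT4. It gave 1227 calls in edgeR, 665 up and 562 down, against 721. Groups did not overlap in 1649 genes under it and in 1137 under the real split, and the third split had 863, where chance gives 0.794% of 16993 genes. On the first principal component WT4 lay at -8.2, beside the HSD17B1TG mice at -27.1 to -43.6 and the other WT mice at 23.5 to 73.5. Of 4189 genes that separate the other 8 mice, 649 placed TG1 and WT4 both with their labels, 1076 both with the other group, 1383 both with HSD17B1TG and 1081 both with WT. An exchange of these labels may be considered, but the lists go both ways. Under the exchange the camera p was 3.87e-07 for the progesterone list against 7.13e-11 as labelled, 2.12e-05 for the natural killer list against 1.74e-12, and 9.94e-06 for the estrogen list against 1.54e-04. The transgene is human and is not counted in the table, so the labels cannot be checked by it, and an exchange and a pair of intermediate mice cannot be told apart. An admixture of WT tissue in TG1 was tested in abundant genes. Genes over 4-fold higher in WT placed TG1 at 0.317% of the way to WT (median of 14 genes), and genes over 4-fold lower in WT placed it at 70.2% (median of 67 genes), which argues against a mixture. A further test, on genes that the other HSD17B1TG mice lack and the other WT mice express, found 0 such genes. All results are reported with the labels as given.

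With a few genes taking much of the counts as a candidate cause, library sizes without the 8 genes over 1% of any library gave 330 genes up and 363 down. With offsets for GC content and gene length the counts were 328 and 345. Neither moved the counts by 1.5 times, which argues against both as the whole cause.

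Cell composition may contribute to the lists. Estrogen-induced genes outside the epithelial list rose by 1.63 on the log2 scale and epithelial markers outside the estrogen list by 1.20, and the difference did not exceed the spread between mice (exact permutation test, two-sided, p = 0.484). A larger epithelial share of the HSD17B1TG samples is thus a candidate explanation of the rise, and estrogen action on the epithelium itself stays open. Core matrisome genes outside the stromal list fell by 0.53 and stromal markers outside the matrisome list by 1.70 (exact permutation test of the difference, p = 0.0159). The prediction first took any difference as evidence against a smaller stromal share. It was changed after the result was seen, because matrisome genes that other cells also express fall by less when stroma is lost. The comparison therefore leaves a smaller stromal share open. It shares 9 genes between the lists and rests on 8 stromal markers.

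The epithelial list (18 genes, 17 higher) had a median log2 fold change of 1.22 (adjusted p = 3.17e-05 in limma's camera), the smooth muscle list (16 genes, 15 higher) 0.55 (0.0433), the stromal list (17 genes, 15 lower) -1.18 (1.19e-06) and the endothelial list (12 genes, 10 lower) -0.65 (0.00218). Under limma's fry the adjusted p-values were 0.0796, 0.387, 0.00661 and 0.127, so only the stromal list of these 4 passed under both tests. Per mouse, the exact permutation test (two-sided) gave p = 0.0397 for the epithelial, 0.333 for the smooth muscle, 0.00794 for the stromal and 0.135 for the endothelial list. The smooth muscle median was 0.06 without TG1, 0.29 without WT2, 0.27 without WT3 and 1.24 without WT4, and the list lost its call in 4 of the 10 fits that left out 1 mouse. *Acta2* had 1467 ± 1209 FPKM (SD, n = 5) in HSD17B1TG and 911 ± 981 in WT, and was not called (adjusted p = 0.602 in edgeR). The paper reports smooth muscle actin from sections, not from these libraries.

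Neutrophil markers (5 genes tested of 18, 5 higher) had a median of 2.12 (adjusted p = 2.08e-04 in limma's camera, 8.04e-04 in limma's fry), eosinophil markers (2 genes tested, 2 higher) 1.67 (0.0989, and 0.00661 in limma's fry), macrophage markers (13 genes, 9 higher) 0.13 (0.537, and 0.687 in limma's fry), B and plasma cell markers (12 genes, 6 higher) -0.18 (0.402, and 0.346 in limma's fry) and pan-leucocyte markers (13 genes, 11 lower) -0.46 (0.0989, and 0.297 in limma's fry). For the B and plasma cell list, camera and fry pointed up, against its negative median. Per mouse this list was higher in HSD17B1TG by 0.36 log2 CPM (exact permutation test, two-sided, p = 0.333), so its direction is not settled. The median of the B and plasma cell list was 0.06 without WT1, and that of the macrophage list -0.05 without TG1. Cornified epithelium genes (15 genes, 11 higher) had a median of 1.57 (adjusted p = 0.0223 in limma's camera, 0.0443 in limma's fry, exact permutation p per mouse = 0.0556), lost in 2 of the 10 fits that left out 1 mouse. Adipocyte markers (6 genes, 5 higher) had 1.36 (0.00913, and 0.0196 in limma's fry) and oviduct markers (6 genes, 4 higher) 0.17 (0.489, and 0.127 in limma's fry), with a median of 0.40 without WT3 and 0.09 without TG5. Neutrophil, eosinophil and adipocyte lists rest on few genes.

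The paper states, for the uteri it sectioned, that WT samples were taken at random cycle phases, so WT mice were tested for larger distances from each other. The distance of a mouse from its group was 0.501 ± 0.140 (SD, n = 5) in HSD17B1TG and 0.503 ± 0.107 in WT (two-sided exact permutation test, p = 0.960). This distance covers genes that were not called and lay above the median log2 CPM, and it found no larger spread of WT. On the first principal component of the 500 most variable genes, WT mice ranged from -8.2 to 73.5 and HSD17B1TG mice from -43.6 to -27.1. On the second, WT ranged from -21.7 to 19.3 and HSD17B1TG from -29.1 to 19.6. A larger spread of WT in the most variable genes is thus left open, and 5 mice per group leave a moderate one open in the others.

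DESeq2 called 853 genes that edgeR did not. Of these, 798 had been tested by edgeR, with adjusted p-values of at most 0.159, and 666 were under 0.1. The groups did not overlap in 14.9% of the 853 genes and in 61.3% of the genes called by edgeR. Both sets were called on these mice for a difference between the groups, so the 0.794% that chance gives for unselected genes is no measure for them. All 880 genes of the authors' 906 up that edgeR tested had a positive log2 fold change in edgeR, and all 637 tested of the 666 down a negative one.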
